A study of Anableps anableps with 4 samples.

How the data were processed

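Spatial transcriptomes of the four-eyed fish Anableps anableps were profiled on 4 capture areas of Visium slides, an assay in which poly(A) RNA from a tissue section is captured by arrays of barcoded spots, so that each spot reports the summed RNA of the small piece of tissue above it. Per the labels' protocols, fresh frozen heads and eyes were embedded and cut at 10 µm, and libraries were made with the Visium gene expression kit. The labels placed 1 section in each developmental group and 2 sections in the adult group. The first section was a stage 4 head. The second capture area held a stage 3 head and a stage 5 eye together, and since spot positions were not used here, it was treated as 1 sample that could not be split. The other sections were adult eye 1 and adult eye 2. All 4 sections carried the batch number 1 in the labels, and whether the adult sections came from the same animal is not stated there.

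The deposited values were raw UMI counts per gene and spot, written by Space Ranger 3.1.3 per the file headers. The aligner settings, the genome build and the annotation are not stated in the headers or labels. No reference genome was used here, so genes carry the identifiers of the files (ENSABLG followed by digits), coordinates are not given, and reads shared between near-identical copies of a gene could not be examined. The files listed 22934 genes, of which 17517 had a symbol. 1801 symbols were shared by more than 1 gene, and 6915 genes (30.2%) had no UMI in any section. Every later value was computed from these deposited counts without further correction.

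Spots with at least 100 UMIs were kept, with no minimum and a minimum of 500 UMIs as alternatives. This left 1135 of 1232 spots in the stage 4 head, 779 of 838 in the stage 3 head and stage 5 eye, 1293 of 1456 in adult eye 1 and 1488 of 1649 in adult eye 2, and 99.9% of the UMIs of each section. A spot can hold several cells, so spots were not treated as replicates and no doublet caller was run. The RNA of each section was counted once per molecular identifier, and the exact 95% Poisson intervals (CPM) and exact Clopper-Pearson 95% binomial intervals (shares) cover counting error only. For a level or share of 0, the limit given is what 3 counts would be. In retina-like spots that was 10.5 CPM in the stage 4 head, 15.4 CPM in the stage 3 head and stage 5 eye, 12.3 CPM in adult eye 1 and 9.15 CPM in adult eye 2.

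Each section was clustered on its own with scanpy 1.11.5, anndata 0.12.19 and igraph 0.11.9 in Python 3.11.15. Counts were scaled to 10000 per spot and log-transformed, 2000 variable genes were selected without the opsins and the dorsal and ventral markers, and 30 principal components, 15 neighbours and Leiden clustering at resolution 1 were used. A cluster was called X-like for 1 of 10 marker classes (photoreceptor, inner retina, pigment epithelium, lens, surface epithelium, connective tissue, cartilage and bone, muscle, brain and blood) when at least 3 markers of the class lay 2-fold or more above the rest of the section, and it took the class with the highest mean fold among those. After the first clustering had been seen, the rule was tightened. A named cluster also had to hold at least 1 marker of its own class, and no more of another class, among its top 10 genes by fold. This left 5 clusters unnamed that would have been named before. They were a surface epithelium cluster of 64 spots (5.64%) in the stage 4 head, a pigment epithelium cluster of 68 spots (8.73%) in the stage 3 head and stage 5 eye, a connective tissue cluster of 35 spots (2.71%) and an inner retina cluster of 37 spots (2.86%) in adult eye 1, and a pigment epithelium cluster of 53 spots (3.56%) in adult eye 2. Retina-like spots were the photoreceptor-like and inner retina-like spots together. No blood-like cluster passed the rule in any section.

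The groups, the marker lists, the tests, the rule for named genes and most alternatives were fixed before the data were examined. Named genes were the fixed lists (opsins, dorsal and ventral markers, proliferation genes), up to 5 genes per direction with the smallest adjusted p-value under 0.05 in a tested contrast, and up to 5 genes with a symbol per direction with the largest smallest ratio in the stage comparison. Symbols were matched ignoring case, with fish duplicate suffixes. Crystallins by symbol were 28 genes and cone opsins 8 genes. 1 item of the fixed lists is not reported here, and opsin shares and levels are therefore those of the cone opsins alone. Several crystallin-like genes have no symbol in the files and stayed outside the crystallin count.

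The tested contrast was dorsal against ventral retina-like spots of the adult sections. Counts were summed over the spots of each class within each section and fitted with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, section as a block) in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested. Dorsal spots had a UMI of TBX5, EFNB2, ALDH1A2 or BMP4 and none of the ventral markers VAX1, VAX2, ALDH1A3 or EPHB2, and ventral spots the reverse. DESeq2 1.42.0 was an alternative. The contrast of spots with long-wavelength-sensitive (LWS) against RH2 opsin UMIs was planned in the same form. The other comparisons had 1 section per developmental group and were not tested. For the stage comparison, CPM of retina-like spots was compared by a size rule, under which a gene passed when both developmental sections lay at least 4-fold above, or at least 4-fold below, both adult sections, with at least 50 UMIs in the larger group. In the denominator of a ratio, a section with fewer than 3 counts entered at 3 counts.

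Counts were simulated from the adult dorsal and ventral sums with 200 genes changed 4-fold. Of these, 67 on average were among the 676 genes that passed the filter. The edgeR step called 36.4% of the changed genes it tested and made 1.6 false calls on average over 5 draws. It gave the right direction to 100% of the changed genes it tested, called or not. It put 5.00% of unchanged genes under an unadjusted p-value of 0.05. The size rule, tested on simulated data for the stage comparison with about 1542 genes, called 68.3% of genes changed 5-fold, 99.5% of those changed 8-fold and 0.9% of those changed 3-fold, with 0 calls on average among unchanged genes, so it misses part of the changes near its 4-fold limit. Of 100 random lists without a change, 4 fell beyond the 95% limits of the random-list step.

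Alternatives changed 1 choice at a time. They covered the normalization, the filter on low counts, the section block, the sections used, the rule for retina spots (at least 3 marker UMIs per spot), the crystallins, the minimum UMIs per spot, the clustering resolution and variable genes, thinning to 500 UMIs per spot, the size rule, each adult section left out, and the gene filter and pseudocount of the adult correlation. The pigment epithelium-like spots added to the adult retina, photoreceptor-like spots alone, gene-wise centring, and the proliferation list without STMN1 and HMGB2 were added after seeing the data. The number of spots due to hold UMIs of both members of a gene pair was computed within 5 groups of spots by depth, a rule also set after a first version without depth groups had been seen. A threshold of 8-fold and 20 UMIs between the adult sections was also set then. Lists written for tests of explanations were short mitochondrial genes, long mitochondrial genes, clock genes and cone genes. Random lists of the same size were drawn 10000 times from the 100 genes nearest in mean expression. Plots were drawn with matplotlib 3.10.9, and intervals were computed with scipy 1.17.1.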

Results

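Visium spatial transcriptomes were collected from the four-eyed fish Anableps anableps, which views air and water at once and whose ventral retina receives the aerial image. The series set the developing eye at stages 3, 4 and 5 against the adult eye. 4 sections were analysed. They were a stage 4 head, a capture area holding a stage 3 head and a stage 5 eye, and 2 adult eyes. The developmental groups had 1 section each and no replicate. Raw UMI counts totalled 4271990 in the stage 4 head, 1514666 in the stage 3 head and stage 5 eye, 4322947 in adult eye 1 and 5167411 in adult eye 2. The median spot among those used held 2276, 1628, 1295 and 1099.5 UMIs in that order. Genes with at least 1 UMI numbered 13828, 13084, 14248 and 13831. Crystallins took 33.1% and 33.4% of the UMIs of adult eyes 1 and 2, against 4.03% in the stage 4 head and 4.38% in the stage 3 head and stage 5 eye.

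The adult sections were the only repeat in the series, and their counts were compared first. Across 11103 genes with at least 10 UMIs over both sections, Pearson's r of log2(CPM + 1) was 0.967 and Spearman's correlation was 0.945. These describe genes, which are not independent replicates. The pairs of other sections gave Pearson's r from 0.795 to 0.822. The chi-square of the adult counts was 13.8 per degree of freedom, so the counts differed by more than sampling noise. The labels list them as separate samples. Pearson's r moved most with a pseudocount of 10, to 0.985. Of 9705 genes with at least 20 UMIs, 33 were at least 8-fold lower in adult eye 2 than in adult eye 1, and 1 (MYH7) was at least 8-fold higher.

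The tissue under each section was described by marker classes. Retina-like spots made up 19.6% of the spots of the stage 4 head (223 spots, 95% interval 17.4 to 22.1), 19.1% of the stage 3 head and stage 5 eye (149 spots, 16.4 to 22.1), 12.8% of adult eye 1 (165 spots, 11.0 to 14.7) and 23.5% of adult eye 2 (350 spots, 21.4 to 25.8). The alternative that moved these shares most was clustering at a Leiden resolution of 0.5, under which no retina-like cluster could be named in the stage 3 head and stage 5 eye and its share became 0. In the developmental sections the retina divided into photoreceptor-like clusters, with 84 and 69 spots, and inner retina-like clusters, with 139 and 80 spots. The adult sections gave no inner retina-like cluster, and their photoreceptor-like clusters were led by inner retina and neuronal genes as well, including cabp5a and SNAP25 in adult eye 1 and RBPMS2 and gad1b in adult eye 2. The retina classes were therefore compared as their sum. Lens-like spots made up 10.7% of the stage 4 head, 13.2% of the stage 3 head and stage 5 eye, 28.8% of adult eye 1 and 20.2% of adult eye 2. Muscle-like spots ranged from 2.76% in adult eye 2 to 20.5% in the stage 4 head. Brain-like spots were named only in the stage 3 head and stage 5 eye (8.34%), and pigment epithelium-like spots only in adult eyes 1 and 2 (2.47% and 2.08%). Spots of unnamed clusters made up 27.5%, 27.7%, 24.9% and 32.1%. The tissue in a section depended on where it was sectioned, so these shares describe the sections and were not compared as an effect of stage.

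**Figure D1:**
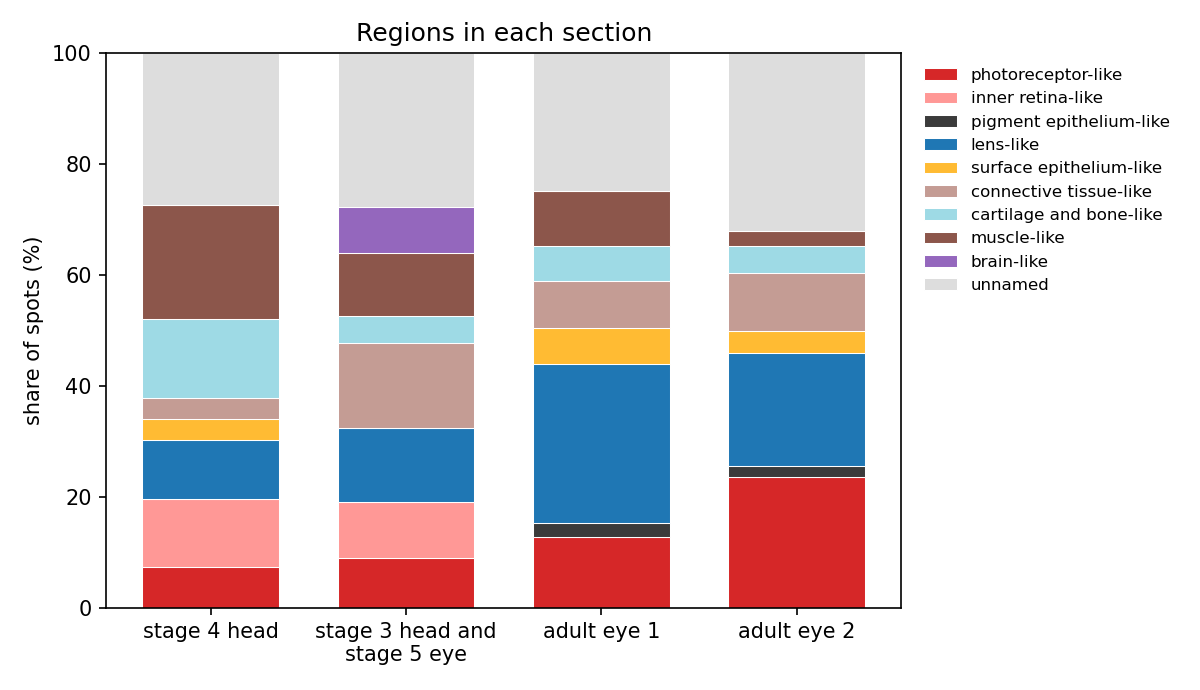
Share of spots (percent) in each marker class for each of the 4 sections, with 1 stacked bar per section. Retina-like spots, the sum of the photoreceptor and inner retina classes, made up between 12.8% (adult eye 1) and 23.5% (adult eye 2), and inner retina-like clusters were named only in the developmental sections.

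Which cone opsins were present at each stage was read from 8 annotated genes. They were long-wavelength-sensitive (LWS, opn1lw1), middle-wavelength RH2 (opn1mw1) and short-wavelength SWS1 (opn1sw1) and SWS2 (opn1sw2). Cone opsin UMIs over all used spots numbered 408 in the stage 4 head, 568 in the stage 3 head and stage 5 eye, 173 in adult eye 1 and 155 in adult eye 2. RH2 took 81.6% of them in the stage 4 head (95% interval 77.5 to 85.3), 76.2% in the stage 3 head and stage 5 eye (72.5 to 79.7), 87.9% in adult eye 1 (82.0 to 92.3) and 95.5% in adult eye 2 (90.9 to 98.2). LWS took 5.39% (3.41 to 8.05), 12.0% (9.42 to 14.9), 0 (0 of 173 UMIs, where 3 counts would be 1.73%) and 0.645% (0.0163 to 3.54) in the same order. The alternative that moved these shares most was counting retina-like spots alone, under which SWS1 in adult eye 1 went from 8.67% (4.93 to 13.9) to 10.9%. LWS and SWS2 in adult eye 2 became 0 of 117 UMIs, which allows up to 2.56%, so a difference from 0.645% and 1.29% was not detectable at this depth.

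Within retina-like spots, LWS stood at 76.8 CPM in the stage 4 head (22 UMIs, 95% interval 48.2 to 116) and 232 CPM in the stage 3 head and stage 5 eye (45 UMIs, 169 to 310). It was not detected in the retina-like spots of either adult section, where 3 counts would be 12.3 CPM in adult eye 1 and 9.15 CPM in adult eye 2. With 3 counts taken as the adult level, LWS was 6.25-fold lower in the adult retina-like spots than in the lower developmental section. Counting error leaves room for a smaller fold. The lower 95% limit was 48.2 CPM in the stage 4 head, and the upper limit in adult eye 1 was 15.1 CPM. 1 LWS UMI lay elsewhere in adult eye 2, on another gene copy. RH2 was at 1058 and 1658 CPM in the developmental sections and 451 and 345 CPM in adult eyes 1 and 2. SWS1 was at 34.9, 216, 57.4 and 12.2 CPM, and SWS2 at 150 and 77.2 CPM in development and 16.4 CPM in adult eye 1. SWS2 was not detected in the retina-like spots of adult eye 2 (limit 9.15 CPM). None of these differences has a replicate on the developmental side. The adult sections also differed from each other in SWS1 within retina-like spots, with intervals (31.4 to 96.3 and 3.32 to 31.2) that narrowly did not overlap. Over all spots their SWS1 intervals did overlap, in CPM (1.94 to 5.73 and 0.211 to 1.98) and as shares of opsin UMIs (4.93% to 13.9% and 0.708% to 6.48%).

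The opsins were given by several gene copies. The RH2 UMIs came from ENSABLG00000007592 and ENSABLG00000007605, with 98 and 235 UMIs in the stage 4 head, 144 and 289 in the stage 3 head and stage 5 eye, 43 and 109 in adult eye 1 and 45 and 103 in adult eye 2. Of the LWS copies, ENSABLG00000000728 held 18 and 67 UMIs in the developmental sections and ENSABLG00000000746 held 4 and 1. How reads of near-identical copies were shared between them is not stated, so the split between copies is uncertain. As a background, all cone opsins together stood at 7.56, 8.16, 4.12 and 2.78 CPM in lens-like spots and at 3.82, 108, 0 and 0 CPM in muscle-like spots, where 3 counts would be 18.8 and 25.05 CPM in adult eyes 1 and 2, against 1320.4, 2183, 525 and 357 CPM in retina-like spots. The muscle-like spots of the stage 3 head and stage 5 eye, with 21 opsin UMIs, stood apart from the others.

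An RH2 UMI was found in 33.6% of the retina-like spots of the stage 4 head, 64.4% of the stage 3 head and stage 5 eye, 35.8% of adult eye 1 and 19.7% of adult eye 2. The median depths of these spots were 982, 1232, 1410 and 605.5 UMIs. After thinning each spot to 500 UMIs, which left out 42, 37, 19 and 147 shallower spots, the shares were 21.0%, 45.5%, 19.2% and 15.3%. In thinned lens-like spots, whose median depths before thinning were 2592, 1992, 1320 and 5448 UMIs, the RH2 share was 1.12% in adult eye 1 and 0 in the other sections, which allows up to 3.16% in the stage 4 head, 3.75% in the stage 3 head and stage 5 eye and 1.26% in adult eye 2. For LWS, the thinned shares were 3.87% and 7.14% in the developmental sections and 0 of 146 and 0 of 203 spots in adult eyes 1 and 2, which allows up to 2.05% and 1.48%.

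**Figure D2:**
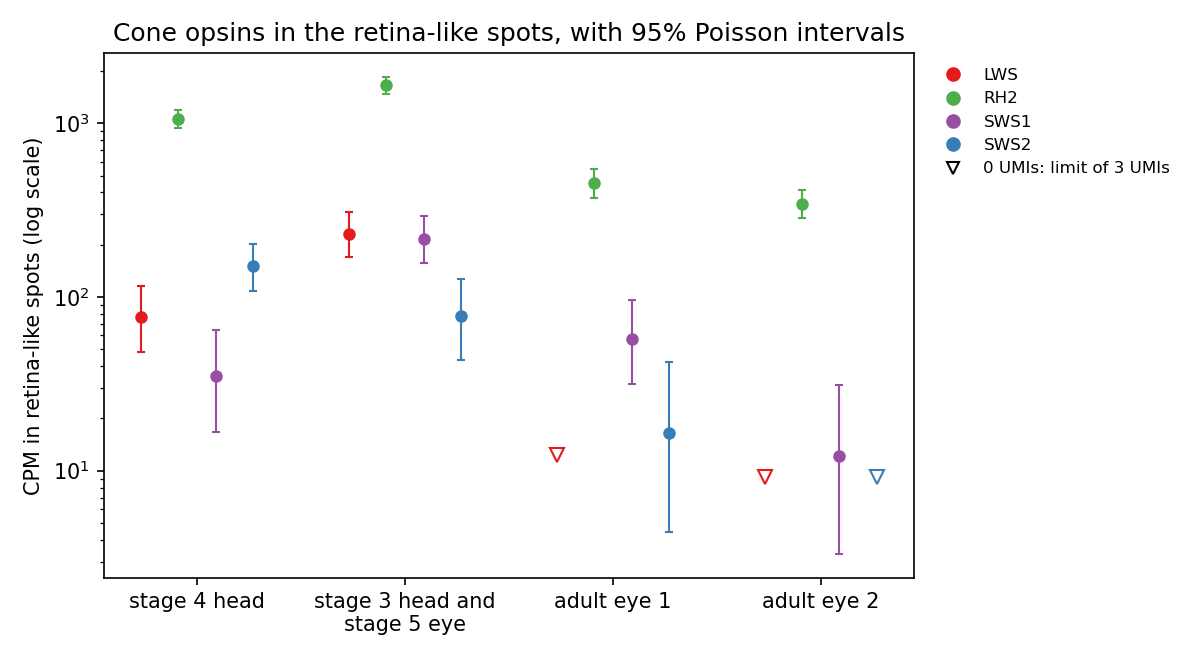
CPM of each cone opsin in the retina-like spots of each of the 4 sections (logarithmic vertical axis, bars are exact 95% Poisson intervals), with opsins not detected drawn as limits at 3 counts. RH2 was detected in all 4 sections, while LWS was detected in the developmental sections (76.8 and 232 CPM) and not in the retina-like spots of either adult section.

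Whether RNA differs between dorsal and ventral retina was asked with marker-defined spots, since positions were not used here. The ventral class rested on EPHB2 alone, because VAX1 and VAX2 had 0 UMIs in every section and no gene in the files carries the name ALDH1A3. The adult sections gave 38 dorsal and 9 ventral spots (67970 and 18939 UMIs) in adult eye 1 and 39 dorsal and 8 ventral spots (62775 and 12669 UMIs) in adult eye 2. Dorsal and ventral markers met in the same retina-like spot in 10 spots of adult eye 1, where 7.61 were due from their separate frequencies at like depth, and in 9 of adult eye 2, where 4.66 were due, so the markers did not exclude each other. Of 647 genes tested with edgeR's quasi-likelihood test, 0 had a Benjamini-Hochberg adjusted p-value under 0.05, and 71 had an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.0529. The alternative that moved this count most was to take as retina every spot with at least 3 marker UMIs, which gave 327 genes. In the planned fit the photoreceptor markers GNAT2, GNAT1 and arr3a lay higher in dorsal spots (log2 folds 2.58, 1.63 and 1.45). The inner retina markers RBPMS2 and VSX1 lay higher in ventral spots (-1.27 and -0.90), while cabp5a and glula went the other way (0.63 and 0.53). The 2 classes may thus differ in retinal layer, which cannot be told apart from dorsal or ventral position here.

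The gene with the smallest p-value was si:dkey-57a22.13 (ENSABLG00000006919), with a log2 fold of 2.91 (SE 0.40) for dorsal over ventral and single-section folds of 2.89 and 2.61. It was followed by CRYBB2 (ENSABLG00000020175), with a log2 fold of 2.45 (SE 0.38) and an adjusted p-value of 0.0680 by the edgeR test. CRYBA4 (ENSABLG00000014727) had a log2 fold of 2.38 (SE 0.43) and an adjusted p-value of 0.108 by the same test. These genes were singled out after their values were seen, all were higher in dorsal spots of both adult sections, and 7 of the first 10 genes by p-value were crystallins. With retina taken as spots with at least 3 marker UMIs the folds reversed, to -2.42, -2.25 and -2.31. No cone opsin passed the filter on low counts. Without the filter, the smallest p-value among them was that of opn1mw1 (ENSABLG00000007605), with a log2 fold of 1.501 (SE 0.82) and an edgeR adjusted p-value of 0.981 over all genes and 0.206 adjusted over the list alone (the 3 cone opsin genes with a value). Its single-section folds were 1.96 and -0.34, so the adult sections did not share a direction.

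The planned contrast of LWS against RH2 spots could not be fitted in the adult sections, which held 59 and 69 spots with RH2 and no LWS, and 0 spots with LWS. With all 4 sections only the developmental ones held both classes, with 3 and 6 LWS spots against 65 and 70 RH2 spots. Of 637 genes, 0 had an adjusted p-value under 0.05 by edgeR and 2 had an unadjusted p-value under 0.05, with 1 residual degree of freedom. LWS and RH2 UMIs shared a spot in 10 spots of the stage 4 head, where 4.64 were due at like depth, and in 26 spots of the stage 3 head and stage 5 eye, where 21.1 were due.

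Developmental and adult retina-like spots were compared by size alone, over 1822 genes with at least 50 UMIs in the larger group. Retina-like spots held 286283 UMIs in the stage 4 head, 194239 in the stage 3 head and stage 5 eye, 244012 in adult eye 1 and 327787 in adult eye 2. 40 genes lay at least 4-fold above both adult sections in both developmental sections, and 34 lay at least 4-fold below. The median gene was lower in development by a log2 ratio of -0.46. Relative to that median, 53 genes were higher in development and 20 higher in the adult. All 40 genes higher in development stayed past the rule after centring, and 14 of the 34 higher in the adult did not. The count higher in development moved most with the retina rule of at least 3 marker UMIs, to 100 genes, 29 of them shared, while 35 were higher in the adult, 8 of them shared. Among the alternatives that kept the retina as the sum of both classes, the count higher in the adult moved most with the centring. Leaving out adult eye 1 gave 51 and 23 genes and leaving out adult eye 2 gave 45 and 25. The fold rule only relaxes with 1 adult section, so the lower adult counts came from the minimum of 50 UMIs.

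The genes furthest above the adult sections were 2 globins, hbbe2 (ENSABLG00000011097) and hbae5 (ENSABLG00000011103). hbbe2 was at 2361 CPM in the stage 4 head (95% interval 2187 to 2546) and 3439 CPM in the stage 3 head and stage 5 eye (3183 to 3710.0). It had no UMI in the adult retina-like spots, and its smallest ratio was 192 with 3 counts taken as the adult level. hbae5 was at 2204 and 3542 CPM against 16.4 and 6.10 CPM, a smallest ratio of 134. APOD (ENSABLG00000014137) was at 1065 and 13422 CPM against 4.10 CPM (0.104 to 22.8) and 9.15 CPM (1.89 to 26.7). The pigment epithelium gene rpe65a (ENSABLG00000014155) was at 1107 and 1313 CPM against 16.4 and 39.7 CPM, a smallest ratio of 27.9. TM6SF2 (ENSABLG00000006099) was at 227 and 324 CPM against no UMI in adult eye 1 (limit 12.3 CPM) and 12.2 CPM in adult eye 2. Of the 40 genes, 5 were globins, 3 muscle markers, 2 cartilage and bone markers and 3 pigment epithelium markers, and 16 were more abundant outside than inside the retina-like spots of both developmental sections, hbbe2 and APOD among them. opn1lw1 (ENSABLG00000000728) and opn1sw2 (ENSABLG00000000724) were among the 40 too.

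In the other direction, si:dkey-57a22.13 was at 69.9 CPM (95% interval 42.7 to 108) and 51.5 CPM (24.7 to 94.7) in the developmental sections and 3815 (3574 to 4069) and 8862 CPM (8543 to 9191) in adult eyes 1 and 2, a smallest ratio of 54.6. CRYBB3 (ENSABLG00000017723) was at 6.99 CPM (0.846 to 25.2) and no UMI (limit 15.4 CPM) against 197 and 409 CPM. npsn (ENSABLG00000003589), with 1 UMI in each developmental section, was at 3.49 CPM (0.0884 to 19.5) and 5.15 CPM (0.130 to 28.7) against 156 and 360.0 CPM. CISH (ENSABLG00000012751) was at 14.0 CPM (3.81 to 35.8) and 5.15 CPM (0.130 to 28.7) against 184 and 128 CPM, and GABRR2 (ENSABLG00000004716) at no UMI (limit 10.5 CPM) and 10.3 CPM (1.25 to 37.2) against 148 and 125 CPM. Outside the retina-like spots, si:dkey-57a22.13 was at 66824 and 67164 CPM in adult eyes 1 and 2 and CRYBB3 at 4633 and 2059 CPM. They were among 7 of the 34 genes that were more abundant outside than inside the retina-like spots of both adult sections. CISH and GABRR2 fell under 4-fold with the retina rule of at least 3 marker UMIs, at ratios of 3.39 and 1.62. Of the crystallins, 4 passed the rule as higher in the adult and 1 as higher in development, and after centring these counts were 2 and 1. These comparisons had no replicate check on the developmental side.

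**Figure D3:**
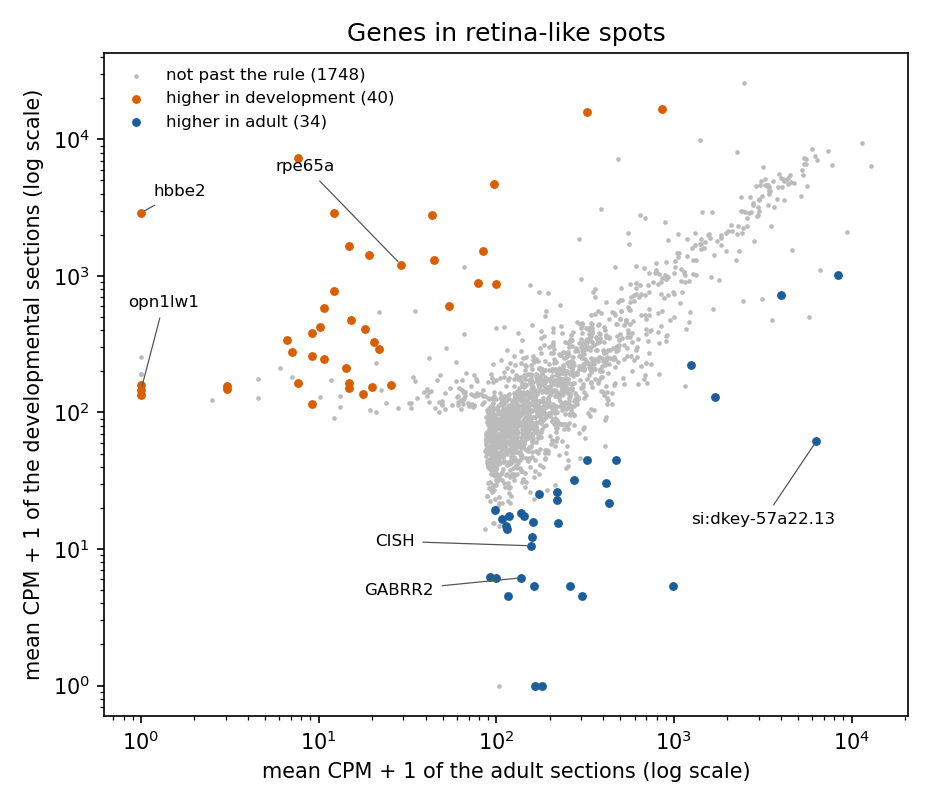
Mean CPM + 1 in retina-like spots of the 2 developmental sections (vertical) against the 2 adult sections (horizontal) for 1822 genes, both axes logarithmic, with genes past the size rule in colour. 40 genes lay at least 4-fold higher in both developmental sections and 34 at least 4-fold higher in both adult sections.

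A list of 14 proliferation genes was summed over retina-like spots. It stood at 458 CPM in the stage 4 head (95% interval 383 to 543), 1421 CPM in the stage 3 head and stage 5 eye (1258 to 1599), 1479 CPM in adult eye 1 (1331 to 1640) and 1477 CPM in adult eye 2 (1348 to 1614). The stage 4 head lay below the other sections by more than counting error. Over all spots of a section, the stage 3 head and stage 5 eye was highest, at 645 CPM against 166 CPM in the stage 4 head, 287 CPM in adult eye 1 and 268 CPM in adult eye 2. In retina-like spots STMN1 alone held 79 of 131, 195 of 276, 275 of 361 and 344 of 484 UMIs of the list, in section order. MKI67 held 0, 1, 0 and 3 UMIs and TOP2A 0, 3, 1 and 1, so like sums do not show like numbers of dividing cells. STMN1 and HMGB2, which made up most of the sum, were left out in an alternative chosen after seeing the data. The sums then fell to 94.3, 242, 160 and 229 CPM. The stage 4 head was lowest, with a 95% interval (62.2 to 137) that overlapped that of adult eye 1 (114 to 218). The stage 3 head and stage 5 eye was highest, with an interval (178 to 322) that overlapped those of both adult sections (up to 218 and 287).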

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

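The test of the result given here was chosen after the result was seen. Spots with fewer than 100 UMIs were left out of all comparisons, and they still held UMIs of photoreceptor markers. The counts were 14 in the stage 4 head, 10 in the stage 3 head and stage 5 eye, 28 in adult eye 1 and 31 in adult eye 2, each above the limit of 3 that a count of 0 allows. No control sample without retina exists in the series, so that limit was the only yardstick. In CPM, the photoreceptor markers of these shallow spots stood at 4878, 6689, 6332 and 4905, against 9882, 16191, 17716 and 13988 in retina-like spots and 93.1, 667, 382 and 222 in the named and unnamed spots outside the retina. If free RNA from the spots outside the retina were the cause, the marker level should lie nearer to that of those spots. It did so in 0 of the 4 sections, measured on the log2 scale, which argues against free RNA of those spots alone. Free RNA of the section as a whole would also carry retina RNA and lie between the 2 levels. This comparison therefore cannot exclude free RNA of the section as a whole. Retina RNA spread locally over shallow spots, and shallow spots that lie over retina itself, may each give such values and were not tested, since positions were not used here. No biological explanation was tested. The minimum of 100 UMIs thus left out some photoreceptor marker UMIs, while keeping 99.9% of the UMIs of each section.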

How the results depend on the processing

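The count over other splits of the 4 sections was chosen after the result was seen. Of 239 values recomputed under alternatives, 161 stayed on their side of the threshold, within their counting error or spread, or within a fixed margin. Fixed margins were used for the gene counts of the stage comparison and for the correlations. The pigment epithelium, photoreceptor-only, centring and shortened proliferation alternatives were chosen after seeing the data, and the others were planned.

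Retina shares depended on the clustering. A Leiden resolution of 2 gave 14.6% in the stage 4 head, 21.0% in adult eye 1 and 16.5% in adult eye 2, and a resolution of 0.5 gave 0% in the stage 3 head and stage 5 eye. With 1000 variable genes, the stage 3 head and stage 5 eye had 10.4% and adult eye 1 had 17.0%. Without clusters, each spot going to the class with most marker UMIs, the stage 4 head had 6.96% and adult eye 2 13.0%. The cause was not tested. The order of the adult sections, with adult eye 2 above adult eye 1, reversed at a resolution of 2 and without clusters, where adult eye 1 had 14.2%. Lens shares moved in 11 of 16 recomputed values. Of 32 recomputed opsin shares, all but 2 stayed within their intervals. The exceptions were LWS and SWS2 of adult eye 2 in retina spots alone, which became 0 because their 1 and 2 UMIs lay elsewhere, and 0 of 117 UMIs allows up to 2.56%, so they show no change. Thinning lowered 9 of 16 shares of spots with an opsin UMI beyond their intervals, and fewer UMIs per spot lower such shares by construction. Among the 9 was SWS2 in adult eye 1, which became 0 of 146 spots. That allows up to 2.05%, within its interval (0.664 to 6.09), so it shows no change. SWS1 in adult eye 2 went from 1.14% to 1.48%, where thinning also left out 147 shallower spots.

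The dorsal against ventral count of 0 genes (71 at an unadjusted p-value under 0.05) became 4 with DESeq2, 5 with no filter on low counts, 8 with all 4 sections, 1 with crystallins left out and 327 with retina defined by at least 3 marker UMIs. With no replicate block, the fit without the section pairing gave 3 genes. The 1 gene with crystallins left out was si:dkey-57a22.13, which has no crystallin symbol. It was among the top 10 genes of a lens-like cluster in both adult sections, so that alternative did not remove all lens RNA. A minimum of 500 UMIs per spot gave 0, with 74 at an unadjusted p-value under 0.05. The smallest adjusted p-value ranged from 0.000134 to 0.201 over these alternatives. The folds of CRYBB2, si:dkey-57a22.13 and CRYBA4 reversed with at least 3 marker UMIs, to -2.25, -2.42 and -2.31. That rule admitted spots rich in lens RNA, with crystallins at 45.3% of ventral UMIs and 29.6% of dorsal UMIs in adult eye 1 and 43.3% and 19.7% in adult eye 2. Over the other alternatives with a value the 3 genes stayed higher in dorsal spots, and 11 of their values passed the threshold that the planned fit missed. Leaving out either adult section left 1 section, so folds alone could be given. The alternatives by transcription factors alone and by retinaldehyde dehydrogenases alone were not run, since no spot was ventral by VAX1, VAX2 or ALDH1A3. The alternatives of the LWS against RH2 contrast were not run except all 4 sections, since the adult sections held no LWS spots.

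In the stage comparison, 40 genes higher in development became 100 with at least 3 marker UMIs, and 34 genes higher in the adult became 81 with photoreceptor-like spots only and 20 with the median ratio set to 1. With the pigment epithelium-like spots added to the adult retina, 29 genes were higher in development, 27 of them shared with the 40. Under that alternative 44 were higher in the adult, so the larger count changed sides. Of the 34 genes, 15 were among the 81. Photoreceptor-like clusters of the adult sections also hold inner retina genes, so photoreceptor-like spots only set unlike classes against each other, and no value under that alternative is read as a stage difference. The causes were not tested. The share of calls higher in development was 54.1%, and 72.6% after centring. Leaving out an adult section gave from 45 to 51 genes higher in development and from 23 to 25 higher in the adult. Of 95 recomputed ratios of named genes, 81 stayed within the counting error. Those with a lower UMI minimum are among the 81 by construction, since that minimum does not enter a ratio. Of the 95 ratios, 4 fell under 4-fold, all of CISH or GABRR2. They were 3.39 and 1.62 with at least 3 marker UMIs and 3.57 and 3.48 with photoreceptor-like spots only, and the cause was not tested. CRYBB3 has no value with crystallins left out. Of the 3 splits of the 4 sections into pairs, 1, the real one, gave as many as 74 genes, and the others gave 0 and 2. With 3 splits, the share can never be under 0.05, so this cannot separate stage from other differences between the sections.

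Proliferation sums over all spots fell to 166 CPM in the stage 4 head, 645 in the stage 3 head and stage 5 eye, 287 in adult eye 1 and 268 in adult eye 2. In retina-like spots without STMN1 and HMGB2 they were 94.3, 242, 160 and 229 CPM. The stage 4 head was lowest and the stage 3 head and stage 5 eye highest under both, while with the whole list in retina-like spots the latter lay within the intervals of the adult sections. The cause was not tested. For the adult sections, genes with at least 100 UMIs gave Pearson's r of 0.978 and Spearman's correlation of 0.913, and a pseudocount of 10 gave Pearson's r of 0.985, with noise of low genes removed by construction. The ventral spots of the adult sections held 18939 and 12669 UMIs, and on counts simulated at that depth 36.4% of the changed genes tested were called, so the dorsal against ventral count leaves 4-fold changes possible.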

Other observations

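Tests chosen only after the result was seen were those of short messages with the called genes included, of fewer UMIs, of more of another tissue and of a gain in adult eye 1 for the adult sections, of both explanations for LWS, of neighbouring tissue by clusters and of added pigment epithelium-like spots for the stage comparison, of a few crystallin-rich spots in its present form, and of counting noise in the opn1mw1 copies. The rule of the lens marker test was tightened after its value was seen. The other tests here were written before the values they measure.

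The LWS opsin was detected in the developmental retina-like spots and not in those of either adult section. 1 LWS UMI lay elsewhere in adult eye 2. Too few UMIs as the cause would need 3 or fewer LWS UMIs to be due in the adult retina. At the developmental ratio of LWS to cone genes (67 against 4420 UMIs), the 4543 adult cone gene UMIs would bring 68.9 LWS UMIs, or 41.9 at the ratio of the lower developmental section, and 0 were seen. Fewer cones under the adult spots would lower cone genes by a like factor. The cone genes stood at 0.849 of their developmental level, while LWS was 6.25-fold lower with 3 counts taken as the adult level. The LWS UMIs due argue against too few UMIs, and the cone gene level argues against fewer cones in general. RH2, also a cone opsin, did stand lower, at 451 and 345 CPM in adult eyes 1 and 2 against 1058 and 1658 CPM in development. SWS1 had no common direction (34.9 and 216 CPM in development, 57.4 and 12.2 CPM in the adult). A fall that LWS shares in part with RH2 stays open. Reads of LWS copies lost to a copy missing from the annotation, a variant of the adult animals against the reference, and adult sections that miss an LWS-rich part of the retina were not tested and stay open. A biological change of LWS with stage remains a hypothesis with 1 section per developmental group.

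33 genes were at least 8-fold lower in adult eye 2 than in adult eye 1, among them S100P, TIMM8B, UQCR10, NEDD8 and crygm5, against 1 gene at least 8-fold higher. The threshold and these names were chosen after the values were seen.

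Several technical explanations for the 33 genes were weighed. Loss of short messages was tested with short mitochondrial genes. The list of 49 includes 5 of the 33 genes (TIMM8B, TOMM5, UQCR10, COX8B and SDHAF4) and had a median log2 ratio of -0.0473 (percentile 83.8 among 10000 random lists), against -0.07 for 34 long ones (percentile 58.5). Without those 5, which had been seen, 44 genes had a median of -0.0134, at percentile 97.9 of their random lists, and none was 8-fold lower. The 5 genes left out were those that were 8-fold lower, so these values follow in part from the choice and decide nothing. With 29 of the 49 genes lower and 20 higher, and message lengths not examined here, a loss of some short messages cannot be told apart from other causes. Fewer UMIs cannot be the cause, since adult eye 2 had 1.20 times the UMIs of adult eye 1. More of another tissue in adult eye 1 would remove the difference within a region. Of the 33 genes, 14 had over 50% of their UMIs in a named class, and 14 of these stayed at least 4-fold lower within it, which argues against this explanation for them, though not against another make-up within a class. For the other 19 genes more of another tissue cannot be told apart from other causes, although 16 stayed 4-fold lower in the region with the largest part of their UMIs. For 10 of the 19 that region is a class with under 50% of their UMIs, and for 9, S100P among them, it is the unnamed clusters, which pool unlike tissues. A test of another mix of tissues by short against long mitochondrial genes, lower in 3 of 7 regions, was void, since no loss of short messages as a set was seen. Whether a gain in adult eye 1 or a loss in adult eye 2 made the difference cannot be told apart. Adult eye 2 was the lowest of the 4 sections for 22 of the 33 genes, and adult eye 1 was the highest for 24, which the choice of the genes brings about in part. A variant of the animal against the reference and a difference between animals may also give such a pattern, and neither was tested.

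Genes past the size rule may come from neighbouring tissue under the same spots. Of the 40 genes higher in development, 16 were more abundant outside the retina-like spots of both developmental sections, 16 more abundant inside and 8 mixed. Neighbouring tissue would need another cluster with as much of the gene. In both developmental sections, 12 of the 40 genes, opn1lw1, opn1sw2, rpe65a and TM6SF2 among them, lay above every other cluster of at least 20 spots and, beyond counting error, above the other spots together, which argues against tissue of those spots as their source. For the other 28, hbbe2 and APOD among them, neighbouring tissue cannot be told apart from retina expression. Of the 34 genes higher in the adult, 13 passed the same test in both adult sections, GABRR2 among them, and for the other 21 neighbouring tissue stays open. A first form of the test also asked each cluster, however shallow, to lie below beyond its own counting error, which 5 and 2 genes met. Neighbouring tissue stays most plainly open for the 7 adult genes more abundant outside, which include si:dkey-57a22.13 and the crystallins CRYBB3, CRYGS, crygm5 and crygm6, so lens RNA may be their source.

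Pigment epithelium merged with photoreceptors in the smaller eyes was tested by adding the adult pigment epithelium-like spots to the adult retina. Of 3 pigment epithelium markers, 1 (rpe65a) stayed past the rule, so merged pigment epithelium cannot be told apart from a change with stage for these markers. Of the 16 genes more abundant inside the retina, 7 stayed, including opn1lw1, opn1sw2, rgrb and rlbp1b.

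The clock genes PER1, TEF, DBP and BHLHE41 were noticed among genes higher in the adult retina-like spots, with a median absolute log2 ratio of 2.52 over 4 genes. If they were a few genes picked by chance, other clock genes would lie in the middle of random lists. A list of 16 other clock genes had a median absolute log2 ratio of 0.9. That lay at percentile 99.88 of 10000 random lists of like expression (median 0.43). Absolute ratios leave the direction aside. Of the 16, nr1d4b (-0.86), arntl1a (-0.63), rorcb (-0.75) and ARNTL2 (-0.93) were lower in the adult. The median gene was itself higher in the adult (log2 ratio of -0.46 for development over adult). RORB (0.28) and CIART (0.44) did not exceed that shift. The comparison describes these sections and has no replicate on the developmental side. Maturation of the retina alone would leave the noticed genes unchanged outside the retina, and there their median log2 ratio was -0.0427, from -0.35 for per1b to 0.32 for BHLHE41. With genes going both ways and head tissue set against adult eye tissue, this decides nothing, and maturation cannot be told apart from other causes. A difference in the hour of collection or in light, which the labels do not state, may act on the retina alone too and stays open.

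Crystallin genes led the dorsal against ventral list, with crystallins at 3.09% of dorsal and 0.612% of ventral UMIs in adult eye 1 and at 2.30% and 0.742% in adult eye 2. The other retina-like spots held 2.16% and 6.75%, so the dorsal spots of adult eye 2 were not above the rest of its retina. A few spots rich in crystallin UMIs would bring the ratio under 1.5 once they are left out. The dorsal spots without their 3 richest had 4.10 times the crystallin share of all ventral spots in adult eye 1 and 2.42 times in adult eye 2, which argues against 3 such spots as the whole cause. A first form of the test left 3 spots out of the smaller ventral class too, which raises the ratio, and is not used. Lens RNA over the dorsal spots was tested with 7 lens markers outside the crystallins, which held 93 UMIs in the dorsal spots. They stood at 883 CPM in dorsal and 106 CPM in ventral spots of adult eye 1, and at 526 and 395 CPM in adult eye 2, where the intervals overlap. The tightened rule asks for a difference beyond counting error in both sections. Lens RNA cannot be told apart from crystallin expression in dorsal retina.

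The 2 opn1mw1 copies lay in other proportions in ventral marker spots. ENSABLG00000007592 took 28.9% of the UMIs of both copies in dorsal and 46.7% in ventral spots of the stage 4 head, 27.3% and 53.6% in the stage 3 head and stage 5 eye, 20.7% and 50% in adult eye 1, and 15.4% and 50% in adult eye 2, where the ventral spots held 2 and 6 UMIs in adult eyes 1 and 2. The direction was the same in 4 of 4 sections, for which a two-sided exact sign test can give no p-value under 0.125. Summed over the 4 sections, it took 31 of 124 UMIs (25%, 95% interval 17.7 to 33.6) in dorsal and 26 of 51 (51.0%, 36.6 to 65.2) in ventral spots, against 190 of 673 (28.2%) in spots of neither class. These intervals do not overlap, which argues against counting noise alone as the cause. They did overlap without the stage 3 head and stage 5 eye (14.9 to 34.6 and 26.8 to 69.4) and, narrowly, without adult eye 1 (17.8 to 36.4 and 36.3 to 65.6). Outside the retina-like clusters, spots with at least 3 marker UMIs held too few ventral UMIs to compare. In dorsal spots there, ENSABLG00000007592 took 0%, 37.0%, 57.1% and 42.9% in section order, from few UMIs. In spots of neither class it took 22.2%, 48.4%, 36.4% and 42.1%. A high share was thus not confined to ventral marker spots. The pattern was noticed among many values, and the spread between spots was not tested, so a difference between dorsal and ventral retina remains a hypothesis. The marker classes may also differ in retinal layer. How reads were shared between the copies is not stated.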
